A study of Mus musculus with 12 samples.

How the data were processed

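The series holds 6 gene expression libraries and 6 B cell receptor (VDJ) libraries, 1 of each per sex and tissue. They come from antibody-secreting cells (ASCs), the plasmablasts and plasma cells that secrete immunoglobulin, taken from bone marrow, spleen and thymus. Per the labels' protocols, the mice were 3 months old, on the C57BL/6 background, and carried a yellow fluorescent reporter of Prdm1, a transcription factor of ASCs. Each sort pooled 3 mice and took cells that were B220 positive or negative, high for CD138, negative for IgD and CD90.2, and positive for the reporter. The sorted cells went through the 10x Genomics 5' v1.1 chemistry, 1 well per sex and organ. Gene expression libraries were sequenced on a NovaSeq and VDJ libraries, enriched for mouse B cell receptors, on a MiSeq, per the labels' protocols.

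The deposited gene expression files hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, with no normalization. Per the file headers, the filtered matrices (barcodes called as cells) were written by Cell Ranger 6.0.2 and the unfiltered ones by Cell Ranger 4. All list the same 32285 genes by identifier and symbol. Neither the labels nor the file headers state the genome build or annotation, so gene positions were not used here. For barcodes in both matrices of a library the values were equal, so no removal of free RNA was found between them. The deposited VDJ tables list assembled contigs per barcode with the UMI and read counts, the V, J and constant genes, and the CDR3 as text. In the filtered tables every contig was productive and on a barcode called a cell, as checked on the files. Sample groups were taken from the labels.

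Cells were kept with at least 200 genes, at least 500 UMIs outside immunoglobulin genes and under 10% mitochondrial UMIs. The 392 immunoglobulin V, D, J and constant genes were left out of these depths, of library sizes and of tests. Scrublet (scanpy 1.11.5) with an expected doublet rate of 6% marked 11 of 36435 cells, or 0.03%, which is too few for the caller to have worked. Doublets were therefore not removed in effect, and removal of the 6% of cells with the highest scores was added as an alternative. The gene expression libraries were clustered together on 2000 variable genes outside immunoglobulin genes, 30 principal components and 15 neighbours, with Leiden at resolution 1 (leidenalg 0.10.2).

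Clusters were named from marker lists fixed before the data were examined, as were the gene lists, the tests and the rule for named genes. For each cell, the share of its UMIs that could come from free RNA was estimated from its UMIs of light-chain V genes other than its leading one, divided by the share these genes take in the summed profile of barcodes outside the filtered list of the same library. Clusters that their leading genes did not place in a class other than ASC stayed unnamed where the median share was 50% or more. That limit, and the division of ASC-like clusters into intact (at least 10% of UMIs outside immunoglobulin genes from ribosomal protein genes) and low-ribosomal ones, were set after seeing the data. A cell was called ASC-like by its cluster alone. The ASC-like class was not compared between groups as a share, because 1 of its clusters (386 cells) carried a marker of another class, Ccr9, and none of its own among its 10 leading genes. The contrasts of genes and gene lists sum over all clusters of the class and carry the same uncertainty. Shares of ASC-like and unnamed cells are given per library with exact 95% binomial intervals, which cover counting error only.

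Gene counts were summed per library over ASC-like cells and tested with edgeR 4.0.16 (quasi-likelihood F-test, R 4.3.3) in 1 additive model of sex and tissue over the 6 libraries, after filterByExpr, with TMM scaling and Benjamini-Hochberg adjustment over 11587 genes at 0.05. The model has 2 residual degrees of freedom and treats sex and tissue effects as additive. It also treats the libraries as independent, as do the permutation tests between the sexes. The labels do not state whether the tissues of a sex came from the same mice. If they did, a sex difference cannot be told apart from one between pools of mice. The sex-by-tissue interaction has no residual degrees of freedom and was not tested. The biological coefficient of variation was 0.168. Simulated counts with 200 genes changed by 2 on the log2 scale were tested with the same code. The changed genes were drawn from those with a mean of at least 10 CPM, so recovery below that level was not measured. Counts were drawn at the trended dispersion, without a spread of each gene's own. The totals of genes given here include the changed ones. For thymus versus bone marrow 96.0% of them were recovered with 4 false calls among 11389 genes, for thymus versus spleen 92.5% with 6 among 11310, for spleen versus bone marrow 100% with 7 among 11332, and for male versus female 100% with 10 among 11383.

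Named genes were, per contrast, up to 5 that rose and 5 that fell with the largest log2 fold change among those past the threshold, with a mean of at least 10 CPM and the same direction in both sexes (in all 3 tissues for the sex contrast). A group with 0 UMIs of a gene gets a lower bound of the fold from a floor of 3 UMIs over the group, and a group with 1 to 3 UMIs a ratio with its exact 95% counting interval. Gene lists for interferon response, MHC class II, cell cycle and the unfolded protein response were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over 16 list and contrast pairs. Of the 40 interferon genes 39 were found in the files and 31 were tested. The 10 MHC class II, 94 cell cycle and 28 unfolded protein response genes were all tested. A panel of 25 ASC genes was read out as values. The marker lists covered ASCs, B cells, T cells, neutrophils, macrophages or monocytes, plasmacytoid and conventional dendritic cells, NK cells, erythroid cells, basophils or mast cells, and stromal or epithelial cells.

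The share of cycling cells was the share with at least 1 UMI of 6 cell cycle genes after each cell was thinned to 1000 UMIs outside immunoglobulin genes. VDJ results used cells with 1 productive heavy chain. The barcode link used all called cells, and the lambda share was taken over all productive light-chain contigs of called cells. A clone was a heavy-chain V gene, J gene and CDR3 amino acid sequence within a library. Clonal expansion was the share of cells in clones of at least 2 cells, as the mean of 100 draws of 586 cells, the number in the smallest library. Shares and means per library were compared by two-sided exact permutation tests, and the cycling, class and lambda shares also by permutation within each sex or tissue, which was added after their values were seen. With 2 libraries against 2 the former cannot go below a p of 0.333, and with 3 against 3 not below 0.1. Within sexes the smallest p is 0.5 and within tissues 0.25, so none could pass 0.05.

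The alternatives fixed before the data were examined were DESeq2 1.42.0 in place of edgeR, median-ratio size factors in edgeR, no low-count filter, immunoglobulin genes kept, all cells past the filter, ASC-like cells without a UMI of the 6 cycling genes, a stricter filter (at least 1000 UMIs outside immunoglobulin genes, under 5% mitochondrial), Scrublet calls kept, thinning every library to 286715 UMIs, leaving out each library, no sex or tissue term, other clustering resolutions (0.5 and 2), fry, camera with the correlation estimated, and other cell, depth and clone definitions for shares and clones. Added after seeing the data were sums over intact cells, low-ribosomal cells, cells with an estimated free RNA share under 25%, cells whose barcode was in 1 filtered list only, sums with the free RNA profile subtracted, sums over barcodes outside the filtered lists, and removal of the highest Scrublet scores. For VDJ results the additions were the constant gene in intact cells, expansion among barcodes in the linked gene expression list, and sharing without shared barcodes.

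Total UMIs over filtered barcodes ran from 1367972 in female thymus to 85749785 in female spleen, and the summed UMIs outside immunoglobulin genes of ASC-like cells from 286715 to 35152087 in the same libraries. The thymus libraries therefore set the precision of every contrast that includes them, and a gene at 10 CPM rests on few UMIs there. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9 was used for the remaining steps.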

Results

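Antibody-secreting cells (ASCs) from bone marrow, spleen and thymus of female and male mice were profiled by droplet RNA sequencing together with sequencing of their B cell receptors (VDJ). Each combination of sex and tissue gave 1 gene expression library and 1 VDJ library, each from cells pooled from 3 mice. A tissue therefore has 2 gene expression libraries and a sex has 3, and no combination of sex and tissue was replicated. The tissue contrasts address how thymic ASCs differ from those of bone marrow and spleen, and the sex contrast how ASCs differ between female and male mice.

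The filtered gene expression lists held 5864 barcodes in female and 4894 in male bone marrow, 15576 and 11277 in spleen, and 752 and 1586 in thymus. Their total UMI counts were 19918193 and 27792127 in female and male bone marrow, 85749785 and 42605388 in spleen, and 1367972 and 4109616 in thymus. Immunoglobulin genes took from 39.0% of the UMIs in female thymus to 53.5% in male bone marrow. After the quality filter and the Scrublet calls, 4914 and 3634 cells remained from female and male bone marrow, 15469 and 11219 from spleen, and 461 and 727 from thymus. The ASC-like class was 34.4% of these cells in female bone marrow (exact 95% binomial interval 33.0 to 35.7%) and 62.5% in male bone marrow (61.0 to 64.1%). It was 58.1% in female spleen (57.4 to 58.9%), 35.4% in male spleen (34.5 to 36.3%), 24.5% in female thymus (20.7 to 28.7%) and 39.1% in male thymus (35.5 to 42.7%). Unnamed clusters, each with a median estimated free RNA share of at least 50% per cell, held 61.7% and 34.4% of the cells of female and male bone marrow, 39.8% and 58.3% in spleen, and 74.8% and 60.2% in thymus. At a clustering resolution of 2 the ASC-like share of male thymus moved most, to 76.9%. Because these shares depend on the clustering, they were not compared between groups.

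The ASC-like class comprised 1689 and 2273 cells from female and male bone marrow, 8995 and 3971 from spleen, and 113 and 284 from thymus. Their summed UMIs outside immunoglobulin genes ran from 286715 in female thymus to 35152087 in female spleen, and the median per cell from 2095 in female thymus to 3212 in male bone marrow. Genes that identify ASCs were present in all 6 libraries. In CPM, the UMIs of a gene per 1000000 outside immunoglobulin genes, Prdm1 lay between 768 and 1051 CPM, Xbp1 between 2907 and 3494 CPM, and Sdc1, which encodes CD138, between 298 and 506 CPM. The sex labels of the gene expression libraries were checked on sex chromosome genes. Xist was at 1199.6, 1174 and 1625 CPM in the female libraries of bone marrow, spleen and thymus and at 1.41, 1.61 and 1.60 CPM in the male ones. Ddx3y was at 65.8, 86.7 and 95.03 CPM in the male libraries, with 1 UMI in female spleen and none in the other female libraries. The labels matched these genes in 6 of 6 libraries.

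In the comparison of thymus with bone marrow, edgeR's quasi-likelihood test called 98 of 11587 genes at an adjusted p of 0.05, 73 higher in thymus and 25 lower. Over barcodes outside the filtered lists 592 genes were called, and with every library thinned to 286715 UMIs 19 were. Leaving out 1 library gave 39 genes without female and 29 without male bone marrow, 250 without female and 229 without male spleen, and 155 without female and 236 without male thymus. DESeq2 called 82 genes, 74 of them shared with edgeR, 71 higher and 11 lower. Under the rule fixed for naming genes, 68 qualified. Usp18 (ENSMUSG00000030107) was higher in thymus by a log2 fold change of 4.76 (SE 0.47, edgeR adjusted p = 7.5e-06). Ifi206 (ENSMUSG00000037849) was higher by 4.38 (SE 0.27, adjusted p = 7.0e-09), with 115 and 76.1 TMM-scaled CPM in female and male thymus against 5.36 and 3.68 in bone marrow. It belongs to the Ifi200 family of similar genes, so its counts are uncertain. Ifi27l2a (ENSMUSG00000079017) was higher by 4.05 (SE 0.50, adjusted p = 7.9e-05). Leaving out 1 library gave log2 fold changes of 2.76 to 4.94 for Ifi27l2a and 3.58 to 5.31 for Usp18. Ly6c2 (ENSMUSG00000022584), which has the close paralog Ly6c1 and is uncertain for that reason, was higher by 3.48 (SE 0.46, adjusted p = 1.5e-04). Without female bone marrow its value was 3.28 and without male bone marrow 3.60, and neither passed the threshold.

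Trbc2 (ENSMUSG00000076498), a T cell receptor constant gene nearly identical to Trbc1, had 32 UMIs in thymus and 1 in bone marrow, a ratio of 358 with a counting interval of 59.8 to 14575 (adjusted p = 3.6e-05). Of 23 thymic ASC-like cells with a Trbc2 UMI, 9 held another T cell marker. Among the genes that were lower in thymus, S100a9 (ENSMUSG00000056071) had 625 UMIs in bone marrow and 0 in thymus, at least 18.6-fold lower against a floor of 3 UMIs over the group. S100a8 (ENSMUSG00000056054) had 464 and 0 UMIs, at least 13.8-fold lower. Both are neutrophil markers, and DESeq2 called neither in this contrast. In female and male bone marrow ASC-like cells, S100a8 UMIs lay at 0.62 and 0.627 of the number estimated from free RNA. For S100a9 the values were 0.544 and 0.572, and for the neutrophil markers together 0.583 and 0.605. Il4i1 (ENSMUSG00000074141) had 274 UMIs in bone marrow and 1 in thymus, a ratio of 24.5 with a counting interval of 4.36 to 971 (adjusted p = 0.0023). It lost its call without male thymus, the highest adjusted p of leaving out each library being 0.103 and the lowest 2.5e-06. Egr1 (ENSMUSG00000038418) was lower by a log2 fold change of −3.01 (SE 0.41, adjusted p = 1.6e-04). Mt2 (ENSMUSG00000031762) was lower by −2.76 (SE 0.41, adjusted p = 6.6e-04), but did not pass the threshold at −2.21 without male bone marrow or at −1.78 without male thymus.

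Between thymus and spleen edgeR called 106 genes, 93 higher in thymus and 13 lower. Leaving out 1 library gave 57 genes without female and 59 without male bone marrow, 166 without female and 94 without male thymus, and 129 without female and 127 without male spleen. DESeq2 called 97 genes, 80 of them shared. For naming, 75 genes qualified. Ifi206 was higher in thymus by a log2 fold change of 4.67 (SE 0.26, edgeR adjusted p = 9.3e-10), Usp18 by 3.49 (SE 0.41, adjusted p = 5.9e-05), Ly6c2 by 3.20 (SE 0.46, adjusted p = 5.4e-04) and Ifi27l2a by 2.93 (SE 0.49, adjusted p = 0.0027). The call of Ifi27l2a was lost in 4 of 17 alternatives, over which its value ran from 1.72 to 3.12. Trbc2 had 32 UMIs in thymus and 6 in spleen and a log2 fold change of 7.74 (SE 0.80, adjusted p = 1.2e-05). Leaving out 1 library gave 5.33 to 9.58 for Trbc2, 2.40 to 4.34 for Usp18 and 1.74 to 3.91 for Ifi27l2a. Il4i1 had 621 UMIs in spleen and 1 in thymus, a ratio of 19.6 with a counting interval of 3.50 to 774 (adjusted p = 0.0052). Over alternatives Il4i1 lost its call in 2 of 16, with log2 fold changes from −10.3 to −0.79. It lost its call without male thymus, the highest adjusted p of leaving out each library being 0.216 and the lowest 7.2e-06.

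Of the other genes lower in thymus than in spleen, Egr1 was lower by a log2 fold change of −2.63 (SE 0.42, edgeR adjusted p = 0.0016). Cpt1a (ENSMUSG00000024900) was lower by −2.20 (SE 0.45, adjusted p = 0.0141), with −2.82 and no call without male thymus. The histone genes Hist1h3c (ENSMUSG00000069310) and Hist1h4d (ENSMUSG00000061482) were lower by −2.09 (SE 0.38, adjusted p = 0.0067) and −2.06 (SE 0.37, adjusted p = 0.0050). They belong to a multigene family, so their counts are uncertain. Leaving out 1 library gave −2.47 to −1.44 for Hist1h3c and −4.24 to −1.67 for Hist1h4d. Hist1h3c had −1.44 and no call without male thymus. With the free RNA profile subtracted, neither histone gene was called, at −0.72 and −0.56. Of the alternatives in which a gene was tested, the call was lost in 3 of 17 for Egr1 (values up to −0.42), 6 of 16 for Cpt1a (up to −0.70), 3 of 17 for Hist1h3c (up to −0.65) and 4 of 17 for Hist1h4d (up to −0.40).

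Between spleen and bone marrow edgeR called 109 genes, 30 higher in spleen and 79 lower. This count rested on single libraries: it was 9 without female and 12 without male bone marrow, 287 without female and 61 without male spleen, and 362 without female and 360 without male thymus. DESeq2 called 26, 3 higher and 23 lower, and 25 of them were shared. After thinning, edgeR called 0 genes, while 186 had an unadjusted p under 0.05. For naming, 61 genes qualified. Higher in spleen were Cd36 (ENSMUSG00000002944) by a log2 fold change of 2.08 (SE 0.23, edgeR adjusted p = 2.3e-05), Apoe (ENSMUSG00000002985) by 1.93 (SE 0.26, adjusted p = 4.1e-04) and Mrc1 (ENSMUSG00000026712) by 1.64 (SE 0.23, adjusted p = 4.9e-04). BE692007 (ENSMUSG00000099757) was higher by 1.23 (SE 0.25, adjusted p = 0.0154) and Hist1h1a (ENSMUSG00000049539), of the histone family and uncertain, by 1.05 (SE 0.23, adjusted p = 0.0266). All 5 lost their call without female bone marrow, at 1.93 for Cd36, 1.76 for Apoe, 1.75 for Mrc1, 1.42 for BE692007 and 0.87 for Hist1h1a. Without male bone marrow Apoe at 2.10, Mrc1 at 1.54, BE692007 at 1.05 and Hist1h1a at 1.28 were not called either, nor were BE692007 at 0.72 without male spleen and Hist1h1a at 0.71 without female spleen. Apoe was a leading gene of 1 ASC-like cluster that held 5700 of the 8995 ASC-like cells of female spleen. In intact cells alone, which leave out that cluster, it was called at 1.58. Hist1h1a had 0.24 and no call with the free RNA profile subtracted. Over alternatives the call was lost in 6 of 17 for BE692007 (values down to 0.0733) and 6 of 16 for Hist1h1a. Lower in spleen, S100a8 had 464 UMIs in bone marrow and 2 in spleen, a ratio of 658 with a counting interval of 181 to 5453 (adjusted p = 2.9e-11), and S100a9 had 625 and 3 UMIs, a ratio of 591 (201 to 2875, adjusted p = 2.4e-11). Parm1 (ENSMUSG00000034981) was lower by a log2 fold change of −2.17 (SE 0.22, adjusted p = 6.4e-06), Foxp2 (ENSMUSG00000029563) by −2.06 (SE 0.28, adjusted p = 3.9e-04) and Gm40304 (ENSMUSG00000107111) by −1.85 (SE 0.23, adjusted p = 1.3e-04). Without female bone marrow Foxp2 was at −1.74 and Gm40304 at −1.89, both without a call, and Gm40304 was not called at −1.81 without male bone marrow.

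Between the sexes edgeR called 71 genes, 30 higher in males and 41 lower. The test treats the libraries of a sex as independent. If the tissues of a sex came from the same mice, a sex difference cannot be told apart from one between pools of mice. Leaving out 1 library gave 11 genes without female or without male bone marrow, 36 without female and 45 without male spleen, and 703 without female and 701 without male thymus. DESeq2 called 16, 3 higher in males and 13 lower, all shared with edgeR, and of the genes named here it did not call Eif2s3y, Uty or Rims2. For naming, 40 genes qualified. The genes with the largest differences were sex-linked. Eif2s3y (ENSMUSG00000069049) had 2051 UMIs in males and 0 in females, at least 1122-fold higher, and Uty (ENSMUSG00000068457) 977 and 0 UMIs, at least 535-fold higher. Ddx3y (ENSMUSG00000069045) had 2007 and 1 UMIs, a ratio of 3295 (counting interval 591 to 130199.6), and Kdm5d (ENSMUSG00000056673) 876 and 1 UMIs, a ratio of 1438 (257 to 56865). Xist (ENSMUSG00000086503) was lower in males by a log2 fold change of −9.84 (SE 0.42, edgeR adjusted p = 1.9e-12). Klf2 (ENSMUSG00000055148) was lower by −1.88 (SE 0.20, adjusted p = 1.2e-05), with 54.9, 35.9 and 54.2 TMM-scaled CPM in female bone marrow, spleen and thymus against 13.1, 12.015 and 9.79 in the male libraries. Gpx3 (ENSMUSG00000018339) was lower by −1.47 (SE 0.23, adjusted p = 0.0020). Dusp1 (ENSMUSG00000024190) was lower by −1.74 (SE 0.21, adjusted p = 8.4e-05) and Fos (ENSMUSG00000021250) by −1.66 (SE 0.28, adjusted p = 0.0050). Without female bone marrow they had −1.45 and −1.32, and without male bone marrow −1.40 and −1.28, with no call. Rims2 (ENSMUSG00000037386) was higher in males by 1.34 (SE 0.21, adjusted p = 0.0027), and was not called at 1.65 without female bone marrow, 1.70 without male bone marrow, or 0.97 without either spleen library. Over alternatives the call was lost in 5 of 17 for Fos, 3 of 16 for Rims2 (values down to 0.62) and 2 of 17 for Gpx3. Fos was, with Apoe, a leading gene of the ASC-like cluster that dominated female spleen. That cluster held 5700 of 8995 ASC-like cells of female spleen and 545 of 3971 of male spleen. For Fos, a different share of that cluster per library was not told apart from a sex difference within cells.

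The interferon response list was higher in thymus. Against bone marrow its 31 tested genes had a median log2 fold change of 1.78 and a mean of 2.26, all 31 were higher, and camera at a preset correlation gave an adjusted p of 7.2e-21. Of its genes, 26 were called adjusted over the list alone and 16 over all genes. Against spleen the median was 1.25 and the mean 1.63, 29 of 31 genes were higher (camera adjusted p = 8.5e-19), and 25 were called adjusted over the list alone and 11 over all genes. Over alternatives these medians ran from 1.17 to 1.82 and from 0.80 to 1.30, and leaving out 1 library gave 1.21 to 1.89 and 0.87 to 1.63. The summed list was at 1505 and 1325 CPM in female and male bone marrow, 2356 and 1643 CPM in spleen, and 4907 and 5372 CPM in thymus. Thymus was above bone marrow by a log2 ratio of sums of 1.71 in females (counting interval 1.62 to 1.79) and 2.02 in males (1.98 to 2.06). Spleen was above bone marrow with a median of 0.32 (26 of 31 genes, camera adjusted p = 2.6e-07). In that contrast edgeR called 1 gene adjusted over the list alone and 0 over all genes, with 12 at an unadjusted p under 0.05 and 0 called by DESeq2. Without female spleen that median was 0.13 and was not called. Males were below females with a median of −0.36 (5 of 31 genes higher, camera adjusted p = 2.7e-04), with 9 genes at an unadjusted p under 0.05 and 0 called by edgeR, adjusted over the list alone or over all genes, or by DESeq2. But the median was −0.05 and not called without either spleen library. The sum was higher in males than in females in thymus, by 0.13, and lower in bone marrow, by −0.18, and in spleen, by −0.52.

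**Figure D1:**
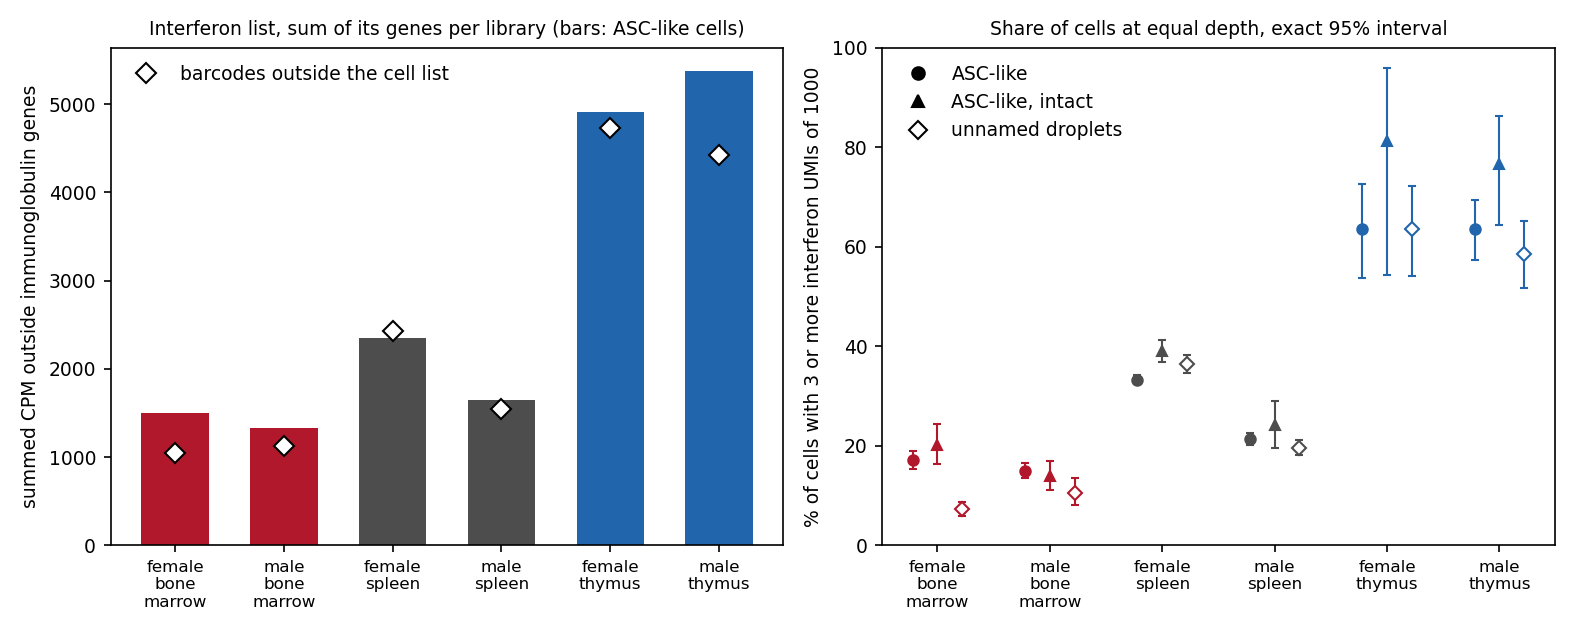
Left, summed CPM of the interferon list per library in ASC-like cells (bars) and in barcodes outside the filtered lists (diamonds); right, share (%) of cells with at least 3 interferon UMIs of 1000 in ASC-like cells, intact ASC-like cells and unnamed droplets, with exact 95% intervals. The bars of the thymus libraries sit at 4907 and 5372 CPM, above spleen at 2356 and 1643 CPM and bone marrow at 1505 and 1325 CPM, and on the right ASC-like cells and unnamed droplets of thymus overlap.

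With each cell thinned to 1000 UMIs outside immunoglobulin genes, at least 3 interferon UMIs were found in 17.1% and 15.04% of ASC-like cells of female and male bone marrow, 33.3% and 21.3% in spleen, and 63.6% and 63.5% in thymus. The thymus values have intervals of 53.7 to 72.6% and 57.4 to 69.3%. In unnamed cells, which are rich in free RNA, the shares were 63.6% and 58.5% in thymus, close to those of ASC-like cells, so the share per cell was not read as a share of expressing cells. The interferon UMIs of thymic ASC-like cells were 10.7 (female) and 18.7 (male) times the number estimated from free RNA. Too shallow to be thinned were 73, 79, 231, 83, 6 and 18 cells, in the order of female and male bone marrow, spleen and thymus. Without thinning, at least 1 interferon UMI was found in 90.2% to 97.2% of ASC-like cells per library.

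The MHC class II list (10 genes) was higher in thymus than in bone marrow with a median log2 fold change of 0.52 (8 genes higher, camera adjusted p = 0.0016) and than in spleen with 0.50 (10 genes higher, adjusted p = 2.5e-04). Of its genes edgeR called 0 and 2 adjusted over the list alone and 0 in either contrast over all genes, as did DESeq2, while 3 had an unadjusted edgeR p under 0.05 in each. Without female thymus the medians were 0.40 and 0.49 and neither was called, and without female bone marrow the former was 0.35 and not called. Spleen and bone marrow did not differ in it (median −0.04, adjusted p = 0.415), although the list was called at −0.12 without female bone marrow and was at 0.0871 without male bone marrow. Males were below females with a median of −0.44 (1 of 10 genes higher, adjusted p = 5.1e-05, 3 genes called by edgeR adjusted over the list alone and 0 over all genes, with 4 at an unadjusted p under 0.05 and 0 by DESeq2). The summed list was nevertheless higher in male than in female bone marrow, at 15165 and 13647 CPM, and lower in male spleen (11154 and 14043 CPM) and thymus (15508 and 18067 CPM).

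The cell cycle list (94 genes) was higher in thymus than in bone marrow with a median of 0.26 (76 genes higher, camera adjusted p = 0.0175), higher in spleen than in bone marrow with 0.22 (76 genes, adjusted p = 1.3e-06) and lower in males with −0.25 (20 genes higher, adjusted p = 0.0437). Leaving out 1 library changed these calls. Thymus against bone marrow was at −0.36 without male thymus, and was not called at 0.21 without male bone marrow or at 0.22 without female spleen. Spleen against bone marrow was not called at 0.18 without male bone marrow or 0.07 without female spleen. The sex difference was not called at −0.20 or −0.17 without female or male bone marrow, or at −0.11 or −0.12 without female or male spleen. In the sex contrast, leaving out either library of a tissue takes that whole tissue out, so these are not separate tests of each library. Thymus against spleen had a median of 0.09 and a mean of 0.11 while camera's direction was down (adjusted p = 0.918). Without female thymus it was called, at 0.34, and without male thymus it was called at −0.51. Camera's direction was up without female bone marrow (−0.03) or female spleen (0.21). The share of cells with a UMI of 6 cycling genes, after thinning, was 19.9% and 16.1% in female and male bone marrow, 28.4% and 24.4% in spleen, and 21.5% and 19.9% in thymus. Unthinned shares were 36.1%, 35.2%, 51.5%, 45.4%, 36.3% and 34.2% in the same order. The unnamed cells gave 24.5%, 18.9%, 36.6%, 25.9%, 28.0% and 18.9%, so these shares were not read as shares of cycling cells either. Exact permutation tests (two-sided) gave p = 0.3333 for each tissue pair (n = 2 and 2), the smallest p possible, and p = 0.5 for the sexes (n = 3 and 3). These tests do not pair libraries. Within females and males spleen was above bone marrow by 8.54 and 8.22 percentage points, and males were below females by −3.73, −4.04 and −1.57 points in bone marrow, spleen and thymus. Exact permutation within each sex or tissue gave p = 0.5 for each tissue pair and p = 0.25 for the sexes, the smallest possible.

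The unfolded protein response list (28 genes) was higher in spleen than in bone marrow with a median of 0.23 (23 genes higher, camera adjusted p = 2.8e-05) and lower in males with −0.17 (4 genes higher, adjusted p = 5.1e-04). Camera called thymus against neither bone marrow (median 0.03, adjusted p = 0.218) nor spleen (−0.15, adjusted p = 0.137). The summed list was nevertheless higher in female and male thymus, at 50813.5 and 44130.5 CPM, than in bone marrow, at 34819 and 37427 CPM, and was at 49979 and 47064 CPM in spleen. Alternatives called thymus against bone marrow at 0.17 in low-ribosomal cells and 0.18 over barcodes outside the filtered lists, and thymus against spleen at −0.35 with all cells, −0.32 in cells with a low free RNA share, −0.28 over barcodes outside the lists and −0.48 in intact cells. Spleen against bone marrow was not called at 0.18 without female bone marrow or 0.03 without female spleen, and the sex difference was −0.01 and not called without either spleen library. Thymus against spleen was called at −0.35 without male spleen and was at 0.0051 without female spleen. Of the cell cycle list edgeR called 1 gene in the sex contrast, both adjusted over the list alone and over all genes, and 0 in the tissue contrasts either way, while 15, 3 and 13 had an unadjusted p under 0.05 for thymus against bone marrow, thymus against spleen and spleen against bone marrow. Of the unfolded protein response list it called 0 in each contrast, with 2 at an unadjusted p under 0.05 in the sex contrast and 0 in the others. DESeq2 called 0 genes of either list. With camera's correlation estimated from the data none of the 12 list calls held (adjusted p of at least 0.495), and none held under fry, whose lowest adjusted p was 0.131 for the interferon list in both thymus contrasts.

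Barcodes linked the VDJ to the gene expression libraries. Each VDJ library shared more of its cell barcodes with 1 gene expression library than with any other. In 6 of 6 cases that library had the same tissue and the other sex label. The shared barcodes were 96.6% and 99.7% for the VDJ libraries labelled female and male bone marrow, 96.6% and 100% for spleen, and 77.0% and 49.9% for thymus. The 30 other pairs shared at most 4.58% (median 1.94%), and pairs of the same label 1.36% to 2.21%. The sex chromosome genes matched the labels of the gene expression libraries, so the sex labels of the VDJ libraries are in doubt. VDJ libraries are therefore named by their labels, and any direction between the sexes in them would turn around if those labels were exchanged.

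**Figure D2:**
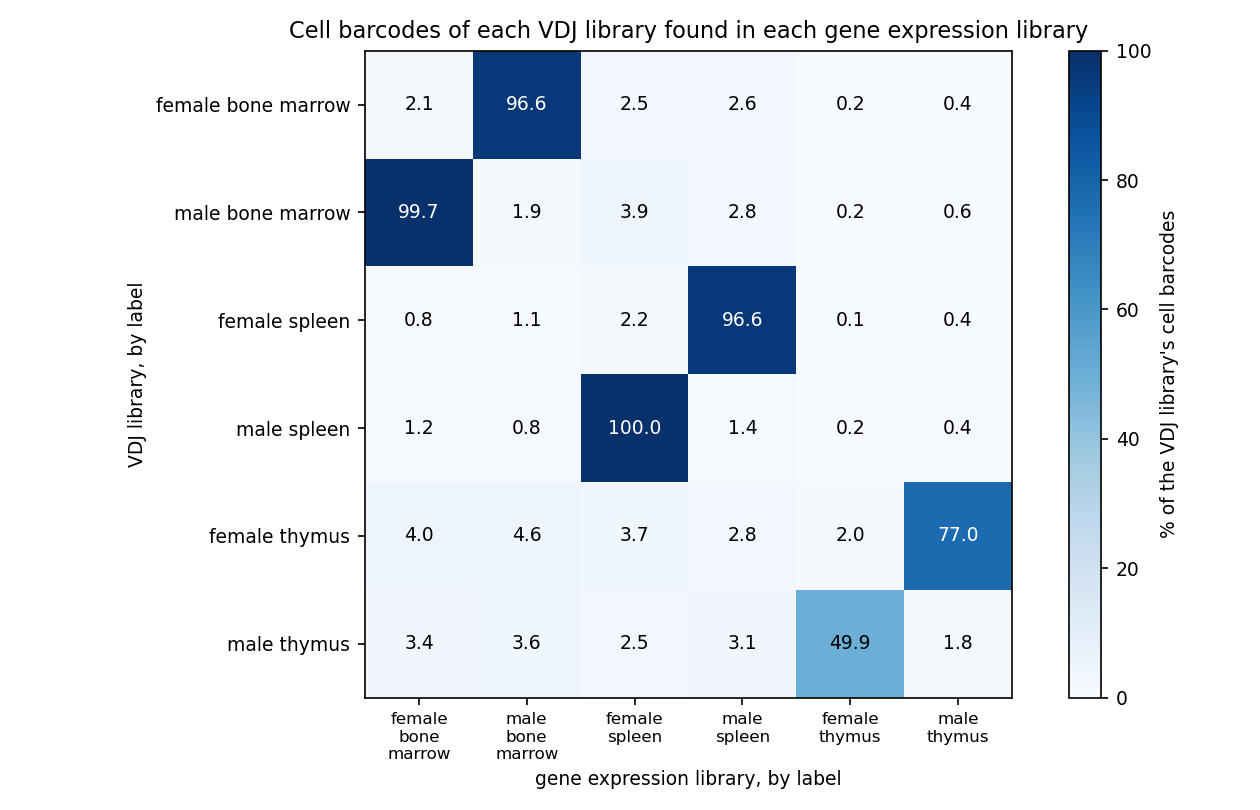
Share (%) of the cell barcodes of each VDJ library, by its label, found in the filtered list of each gene expression library. The high values lie at the same tissue and the other sex label, from 49.9% to 100%, and the other 30 pairs reach at most 4.58%.

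The VDJ libraries labelled female and male held 1778 and 1049 cell barcodes in bone marrow, 2893 and 1253 in spleen, and 917 and 667 in thymus. A single heavy chain was found in 1743 and 1034, 2889 and 1252, and 911 and 586 of them. The median UMI count of the heavy chain ran from 23 in the library labelled male thymus to 762 in that labelled female bone marrow. No constant gene was assigned in 9.58% and 3.10%, 2.98% and 3.04%, and 7.25% and 9.22% of these cells.

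IgM was the most frequent heavy-chain class in all 6 libraries, at 87.4% (exact interval 85.6 to 89.0%) and 74.8% (71.9 to 77.4%) of cells with a constant gene in those labelled female and male bone marrow, 87.0% (85.7 to 88.2%) and 43.0% (40.2 to 45.8%) in spleen, and 76.4% (73.4 to 79.3%) and 65.4% (61.2 to 69.5%) in thymus. IgA was at 6.41% and 13.3% in bone marrow, 2.71% and 16.6% in spleen, and 9.82% and 18.4% in thymus, and IgG at 6.16% and 11.98%, 10.3% and 40.4%, and 13.4% and 16.2%. IgE was found in 3 of 845 cells labelled female thymus (0.355%) and IgD in 1 cell labelled female bone marrow. Libraries labelled male had a mean IgM share of 61.1% against 83.6% in those labelled female, below in each tissue (exact permutation p = 0.1, n = 3 and 3, the smallest possible). Without the library labelled male spleen the difference was −13.5 percentage points, and with the class taken from the constant genes of the linked gene expression libraries −7.22 points. The mean IgA share was 16.1% in libraries labelled male against 6.31% (exact permutation p = 0.1, n = 3 and 3). For IgG the means were 22.8% and 9.93% (exact permutation p = 0.2, n = 3 and 3). Leaving out 1 library gave IgG differences of 4.14 to 18.3 percentage points, and alternatives gave 3.68 to 13.4 points. Between tissues the mean IgM share was 70.9% in thymus, 81.1% in bone marrow and 65.0% in spleen. Exact permutation gave p = 0.667 for thymus against bone marrow, 1 for thymus against spleen and 0.667 for spleen against bone marrow (n = 2 and 2). Exact permutation within each labelled sex gave p = 0.5, 1 and 0.5, where 0.5 is the smallest possible, and thymus was below bone marrow by −10.9 and −9.34 percentage points in libraries labelled female and male. For no class did permutation within blocks give a p under 0.5 between tissues or 0.25 between labelled sexes, nor did it for lambda light chains. The order of thymus and spleen rested on the library labelled male spleen: without it thymus was lower by −16.1 percentage points. With the class taken from the constant genes of the gene expression libraries, thymus was also lower, by −14.3 points.

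**Figure D3:**
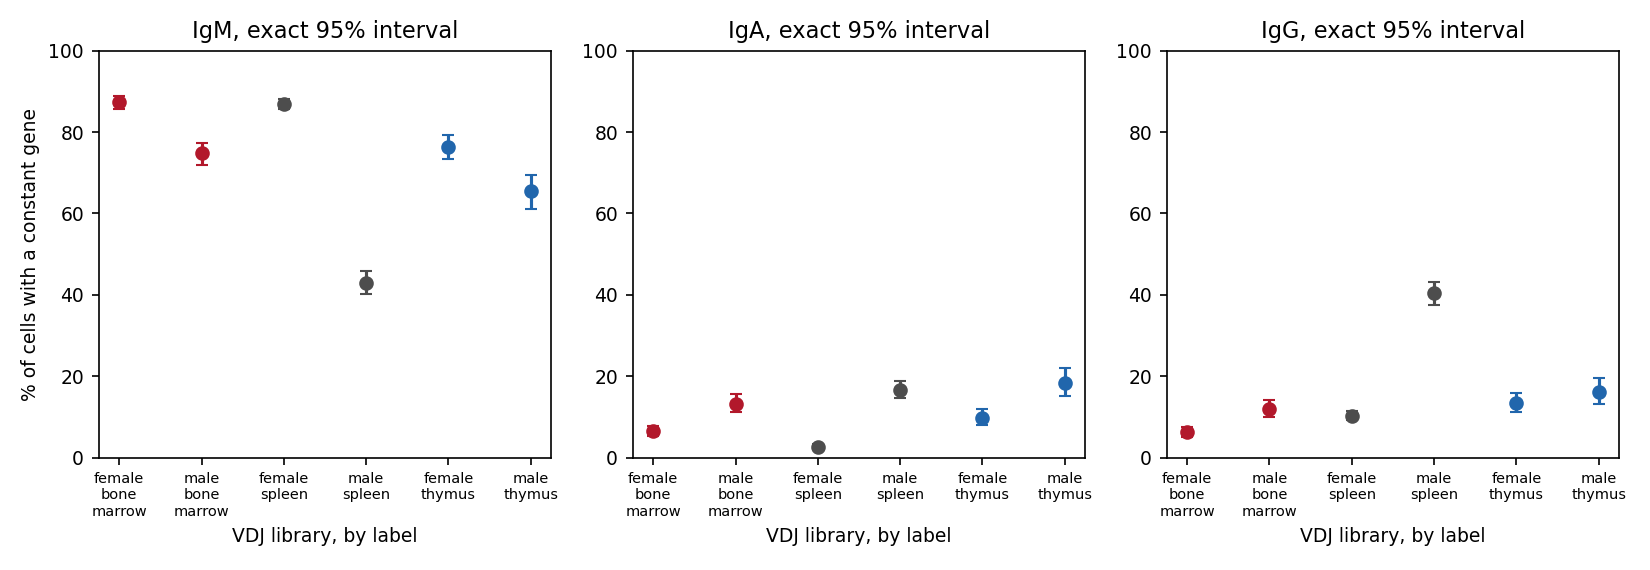
Share (%) of VDJ cells with a constant gene that were IgM, IgA or IgG, 1 panel each, with exact 95% intervals, for each of the 6 VDJ libraries by label. IgM is the largest class in each, from 43.0% in the library labelled male spleen to 87.4% in that labelled female bone marrow.

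Lambda chains were 6.68% and 9.07% of light-chain contigs in the libraries labelled female and male bone marrow. They were 6.34% and 20.7% in spleen, and 9.37% and 20.2% in thymus. Means were 16.7% for those labelled male and 7.46% for those labelled female (exact permutation p = 0.2, n = 3 and 3), and 14.8% in thymus against 7.88% in bone marrow (exact permutation p = 0.3333, n = 2 and 2). At 586 cells per library, 64.4% and 56.7% of cells labelled female and male bone marrow lay in clones of at least 2 cells, 54.3% and 47.1% in spleen, and 61.6% and 59.2% in thymus. Thymus had a mean of 60.4% against 60.6% in bone marrow (exact permutation p = 1, n = 2 and 2) and 50.7% in spleen (exact permutation p = 0.3333, n = 2 and 2), and the means were 54.4% and 60.1% for libraries labelled male and female (exact permutation p = 0.4, n = 3 and 3). With CDR3 nucleotides defining clones, thymus was above bone marrow by 1.48 points, with heavy and light CDR3 together it was below by −14.2 points, and leaving out 1 library gave −4.03 to 3.66 points. Of the pairs of cells in 1 clone, 59.5% and 83.7% had the same light-chain CDR3 in bone marrow labelled female and male, 86.4% and 77.1% in spleen, and 63.2% and 40.6% in thymus. The mean heavy-chain CDR3 was 14.02 and 14.1 amino acids long in bone marrow, 13.5 and 14.2 in spleen, and 13.5 and 13.8 in thymus, in cells labelled female and male. Thymus had a mean of 13.7 against 14.1 in bone marrow (exact permutation p = 0.3333, n = 2 and 2).

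The largest clone took 977 cells, or 33.8%, of the library labelled female spleen and used IGHV9-3, which made up 36.4% of the cells there and at most 3.67% in the other libraries. The largest clones of the others had 88 and 44 cells in bone marrow labelled female and male, 91 in spleen labelled male, and 31 and 11 in thymus. Clones with the same V gene, J gene and CDR3 amino acids were found in more than 1 library. Across the 6 pairs of libraries of 1 labelled sex, 528 shared clones were counted (46 to 152 per pair), or 230 per 1000000 clone pairs with a range of 159 to 341. Across the 9 pairs of both labelled sexes there were 112 (6 to 22 per pair), or 32.2 per 1000000 clone pairs with a range of 22.3 to 69.4. The ranges did not overlap. The pairs share libraries and are not independent, so no test was run. With CDR3 nucleotides the numbers were 533 and 88, and with heavy and light CDR3 together 371 and 75.

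**Figure D4:**
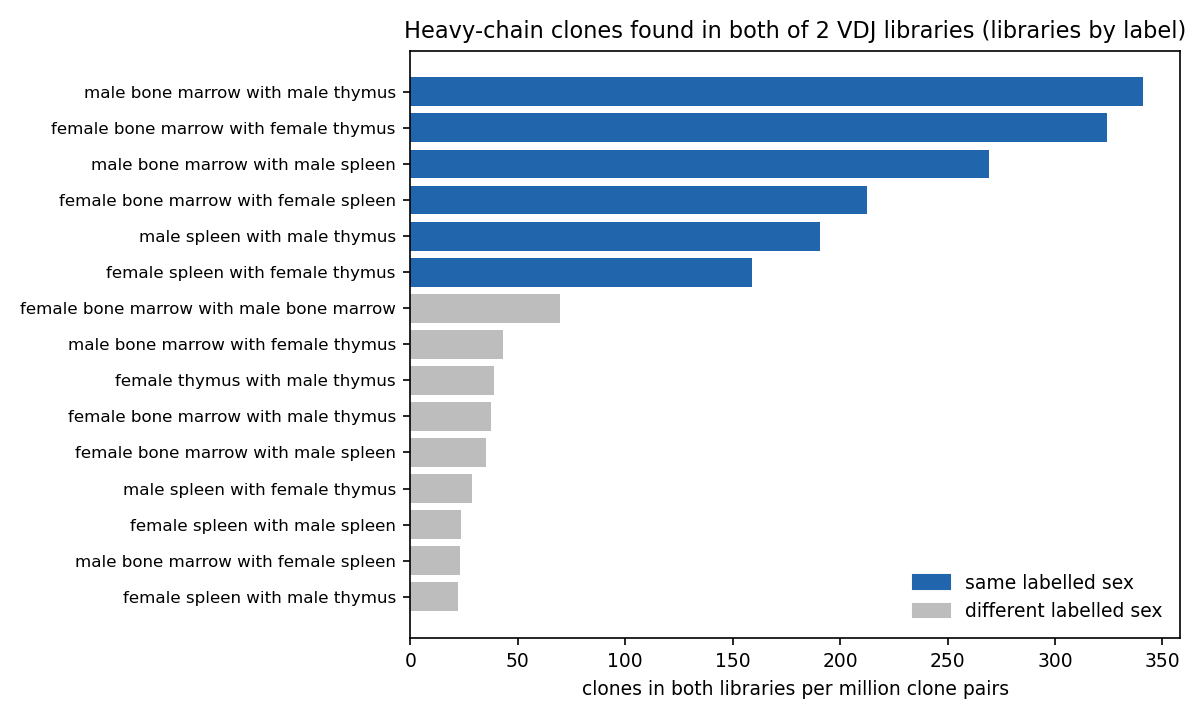
Bars give, for each of the 15 pairs of VDJ libraries by label, the clones found in both per 1000000 clone pairs, coloured by whether the labelled sex is the same. The 6 pairs of 1 labelled sex lie between 159 and 341 and the 9 pairs of both labelled sexes between 22.3 and 69.4.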

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

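The tests in this part were chosen after the data were seen, except thinning for the cell cycle and unfolded protein response lists, which was planned as an alternative.

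The cell cycle list moved in opposite directions in the sexes between thymus and spleen. The log2 ratio of its summed counts was −0.21 in females (counting interval −0.30 to −0.12) and 0.22 in males (0.18 to 0.26). Read the other way, males were below females by −0.13 in bone marrow and −0.11 in spleen and above them by 0.32 in thymus. The difference between the sexes or tissues was not tested, because each combination has 1 library. Free RNA as the whole cause is argued against, since the female ratio was −0.26 after the free RNA profile was subtracted. With every library thinned to the same depth it was −0.21, but thinning leaves a ratio of scaled sums as it is apart from chance, so depth cannot be told apart. In intact cells alone it was −1.14. Female thymus had only 16 intact cells with 110 UMIs of the list, and 1 of the 2 intact clusters is led by cycling genes and held 0 cells of female thymus and 178 of female spleen, so the share of intact cells cannot be told apart either. With cells kept only where their barcode was in 1 filtered list, the female ratio was −0.0863 with an interval of −0.20 to 0.02. Reads assigned to the wrong library therefore cannot be told apart from a difference between the libraries: the interval takes in 0 and the female thymus list rests on 996 UMIs. A difference between female and male thymus, or between these pools of 3 mice, stays open and was not tested.

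For the unfolded protein response list, males were above females by a log2 ratio of sums of 0.10 in bone marrow and below them by −0.0867 in spleen and −0.20 in thymus. These differences between tissues were not tested. Bone marrow was at 0.0647 after thinning, which for the same reason leaves depth open, so that it cannot be told apart. In intact cells bone marrow was at 0.0038 and thymus went to 0.18, so a different share of intact cells cannot be told apart from a sex difference that depends on the tissue: the sign in bone marrow rests on a value near 0. A sex difference stays open and was not tested.

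The IgM share of VDJ cells was lower in thymus than in spleen by −10.6 percentage points in the libraries labelled female and higher by 22.4 points in those labelled male. The difference between the labelled sexes was not tested. The opposite signs rest on the library labelled male spleen, with 43.0% IgM. In the gene expression library that shares its barcodes, 32.5% of intact cells whose constant genes were IgM had a VDJ call (30.1 to 35.0%), against 73.6% of IgA and 71.4% of IgG cells. In the library labelled female spleen 88.5% of such IgM cells and 92.5% of IgG cells had a call. This is consistent with VDJ calling that missed IgM cells in that library, and the low IgM share may therefore be technical. Why calls were missed was not tested, and a biological difference between the spleens is not excluded. Among low-ribosomal cells, 44.9% of IgM and 71.5% of IgG cells had a call in the library labelled female spleen. In bone marrow labelled female and male it was 52.1% against 78.8% and 40.7% against 67.7%. In thymus it was 84.5% against 88.5% and 85.3% against 84.6%. Calls that depend on class may therefore affect class shares of the other spleen and bone marrow libraries too.

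Most or much of the RNA lay on barcodes outside the filtered gene expression lists: 66.2% and 60.1% of all UMIs in female and male bone marrow, 46.0% and 59.7% in spleen, and 84.9% and 80.4% in thymus. The contrasts of the report did not sum them except in 1 alternative and the interferon plot, and there are no control samples. Free RNA is consistent with them: the leading light-chain V gene took a median of at most 20% of the light-chain V UMIs of such a barcode (8.57% to 20% over libraries), close to 8% to 19.8% in random draws from the summed profile, while intact cells had 86.0% to 98.0%. A small part may be cells that were not called. In 2.47% to 3.84% of those barcodes most light-chain V UMIs came from 1 gene, against at most 0.002% in the draws, so both sources had the values they need. No biological explanation was tested.

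In the VDJ libraries, productive UMIs on barcodes not called cells made up 15.1% and 10.2% for bone marrow labelled female and male, 30.9% and 48.2% for spleen, and 13.4% and 24.8% for thymus. No comparison used them. Of these UMIs 89.2% and 96.0%, 69.9% and 99.1%, and 56.7% and 41.5% lay on barcodes in the filtered list of the linked gene expression library. Of the called VDJ cells 96.6% and 99.7%, 96.6% and 100%, and 77.0% and 49.9% lay in that list. For part of the UMIs this is consistent with cells that the VDJ assembly did not call, the lowest share being 41.5%. Counted by barcode the shares were 30.02% and 61.5%, 36.2% and 89.8%, and 14.3% and 6.79%, so in both thymus libraries and in the others labelled female most of these barcodes were not in the list. What those barcodes are stays open, and free RNA within droplets was not separated from cells. No biological explanation was tested.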

How the results depend on the processing

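The alternatives that used intact cells, low-ribosomal cells, cells with a low free RNA share, barcodes in 1 filtered list, barcodes outside the filtered lists, subtraction of the free RNA profile and removal of the highest Scrublet scores were chosen after seeing the data, as were the constant gene in intact cells, expansion among linked barcodes and clone sharing without shared barcodes. No paired analysis was possible because the labels carry no replicate numbers to pair by. Blocks of sex and tissue were used in their place: the terms of the model compare tissues within a sex and sexes within a tissue, the fits without one of them are its versions without a block, and the cycling, class and lambda shares were also permuted within blocks. The cause was not tested for any change below unless one is named.

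Of 657 values of the 40 named genes under alternatives other than leaving out a library, 598 kept their direction and call, 59 kept the direction without the call and 0 changed direction. Leaving out 1 library gave 240 values, with 210 kept and 30 without the call. DESeq2 did not call 8 of the 40: S100a8 and S100a9 in thymus against bone marrow, Cpt1a, BE692007, Hist1h1a, Eif2s3y, Uty and Rims2. Under thinning 11 kept the call and 12 lost it, and the others fell under the low-count filter. For the 16 list and contrast pairs 205 of 272 values were kept, and 13 changed direction. Clone sharing (8 values), the link of VDJ to gene expression libraries and the sex marker genes kept their results under all alternatives run on them, and the lambda share (8) under those other than leaving out a library.

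Counts of called genes depended strongly on which cells and how many UMIs were summed. In the order thymus against bone marrow, thymus against spleen, spleen against bone marrow and male against female, they were 98, 106, 109 and 71 as reported. They were 169, 172, 224 and 265 with no low-count filter, where more genes were tested, and 212, 161 and 281 for the tissues with all cells. Thinning to the smallest library gave 19, 8, 0 and 4 by edgeR, with 441, 251, 186 and 262 genes at an unadjusted p under 0.05, and shows how far depth limits the calls. Low-ribosomal cells gave 360, 630, 884 and 1554, cells with a low free RNA share 61, 56, 22 and 21, the subtracted profile 57, 43, 19 and 18, and barcodes outside the filtered lists 592, 550, 354 and 815. Without the sex term the tissue counts were 55, 48 and 15, and without the tissue term the sex count was 9. For spleen against bone marrow and the sexes, the counts were 51 and 47 with immunoglobulin genes kept, 198 and 206 in non-cycling cells, 60 and 40 without the highest Scrublet scores, 26 and 16 with DESeq2, and 424 and 464 in intact cells. The strict filter gave 250 for the sexes. DESeq2's calls were 71 higher and 11 lower for thymus against bone marrow, 3 and 23 for spleen against bone marrow, and 3 and 13 for the sexes, a more uneven split than edgeR's 73 and 25, 30 and 79, and 30 and 41.

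Leaving out each library in turn gave 29 to 250 genes for thymus against bone marrow, 57 to 166 for thymus against spleen, 9 to 362 for spleen against bone marrow and 11 to 703 for the sexes. In these fits the lone library of a group is assumed to vary like the others. In the sex contrast the remaining library of a tissue is fitted exactly by its tissue term. Leaving out the female or the male library of a tissue therefore removes that tissue from the sex contrast, apart from filtering and scaling.

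The interferon medians of thymus against bone marrow (1.78) and spleen (1.25) kept their direction under all alternatives run and lost the call under fry and under camera with an estimated correlation only. These 2 tests left the medians as they were and called none of the 12 lists: interferon at 1.78, 1.25, 0.32 and −0.36 over the 4 contrasts, MHC class II at 0.52, 0.50 and −0.44, cell cycle at 0.26, 0.22 and −0.25, and the unfolded protein response at 0.23 and −0.17. Their adjusted p ran from 0.131 to 0.821 under fry and from 0.495 to 0.745 with the estimated correlation, in a design of 2 residual degrees of freedom.

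The other list results changed under these settings. With no low-count filter, cell cycle in thymus against spleen was at 0.0453, where camera's direction was the other one. With all cells, MHC class II was no longer called in thymus against bone marrow (0.43) or spleen (0.21) and was on the other side of 0 in spleen against bone marrow (0.16), cell cycle was not called in thymus against bone marrow (−0.00109) and was called in thymus against spleen (−0.16), and the unfolded protein response was called in thymus against spleen (−0.35). Thinning removed the calls of MHC class II (0.41) and cell cycle (0.11) in thymus against bone marrow, and of interferon (−0.0471), cell cycle (−0.10) and the unfolded protein response (−0.16) between the sexes. In low-ribosomal cells the unfolded protein response was called in thymus against bone marrow (0.17) and MHC class II turned in spleen against bone marrow (0.14).

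In cells with a low free RNA share, cell cycle lost its call in thymus against bone marrow (0.25) and gained it in thymus against spleen (−0.23), the unfolded protein response gained it in thymus against spleen (−0.32), and MHC class II turned in spleen against bone marrow (0.0925). Subtraction removed the sex call of cell cycle (−0.21). Over barcodes outside the filtered lists, the unfolded protein response was called in thymus against bone marrow (0.18) and spleen (−0.28) and lost its sex call (0.0957), cell cycle turned in thymus against spleen (0.13), MHC class II turned in spleen against bone marrow (0.24) and lost its sex call (−0.10). With immunoglobulin genes kept, cell cycle turned in thymus against spleen (0.0468) and lost its sex call (−0.24). In non-cycling cells, chosen by 6 genes of the list, cell cycle turned in thymus against bone marrow (0.0336) and was called in thymus against spleen (−0.23).

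In intact cells, cell cycle in thymus against bone marrow (0.46, camera's direction down) and between the sexes (−0.35, direction up), the unfolded protein response in thymus against bone marrow (−0.0847) and MHC class II in spleen against bone marrow (0.14) turned, MHC class II in thymus against spleen (0.13), cell cycle in spleen against bone marrow (0.15) and the unfolded protein response between the sexes (−0.0106) lost their call, and the unfolded protein response in thymus against spleen gained it (−0.48). The strict filter removed the calls of cell cycle in thymus against bone marrow (0.23) and between the sexes (−0.22) and added MHC class II in spleen against bone marrow (−0.21). With barcodes in 1 filtered list, cell cycle turned in thymus against spleen (0.0799) and lost its sex call (−0.30), which it also lost with Scrublet calls kept (−0.243).

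Leaving out each library in turn gave these ranges of list medians where a call or direction changed. MHC class II ran from 0.35 to 0.54 for thymus against bone marrow, 0.40 to 0.66 for thymus against spleen and −0.14 to 0.0871 for spleen against bone marrow. Cell cycle ran from −0.36 to 0.56 for thymus against bone marrow, −0.51 to 0.34 for thymus against spleen, 0.0718 to 0.32 for spleen against bone marrow and −0.32 to −0.11 for the sexes. The unfolded protein response ran from −0.35 to 0.0051 for thymus against spleen, 0.0294 to 0.42 for spleen against bone marrow and −0.28 to −0.0069 for the sexes. Interferon ran from 0.13 to 0.45 for spleen against bone marrow and −0.57 to −0.0454 for the sexes.

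ASC-like shares moved with the clustering and the filter. In the order female and male bone marrow, spleen and thymus, they were 42.9%, 78.0%, 74.0%, 54.1%, 43.0% and 53.0% under the strict filter, 62.5%, 75.3%, 61.97%, 48.4%, 49.2% and 67.8% at a resolution of 0.5, and 62.03%, 84.3%, 52.9%, 47.5%, 54.2% and 76.9% at a resolution of 2.

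Among the VDJ results, which no permutation test could call, some differences in percentage points changed direction. With the class read from constant genes in the gene expression libraries, thymus against spleen was at −14.3 for IgM (−23.1 in intact cells) and 4.36 for IgG. Spleen against bone marrow was at 0.975 for IgA with 1 heavy and 1 light chain and at 0.166 with linked barcodes. Expansion in thymus against bone marrow was at 1.48 with CDR3 nucleotides and 0.142 with at least 2 UMIs, and in thymus against spleen at −7.35 with heavy and light CDR3 together. CDR3 length counted per clone was at 0.0733 amino acids for thymus against spleen. The cycling share of thymus against bone marrow was at −0.415 without thinning.

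Leaving out each library gave, in percentage points, IgM from −16.1 to 27.9 for thymus against spleen and −38.1 to 5.95 for spleen against bone marrow. IgA ran from −0.0186 to 8.58 for thymus against bone marrow, −2.52 to 11.4 for thymus against spleen and −7.13 to 6.80 for spleen against bone marrow, and IgG from −25.6 to 4.49 for thymus against spleen. Lambda ran from −5.90 to 8.47 for thymus against spleen and −1.54 to 12.8 for spleen against bone marrow, and expansion from −4.03 to 3.66 for thymus against bone marrow. CDR3 length ran from −0.501 to 0.110 amino acids for thymus against spleen and −0.528 to 0.0837 for spleen against bone marrow.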

Other observations

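The tests in this part were chosen after the results were seen, except thinning for the interferon list, which was planned as an alternative, and the test of free RNA in cells of the largest clone that are not intact.

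The interferon list was higher in thymus than in bone marrow in both sexes, and technical explanations were tested. Subtracting the free RNA profile left a median log2 fold change of 1.80, restriction to intact cells 1.67, and restriction to barcodes in 1 filtered list 1.55. Each was past camera's threshold at the preset correlation. Thinning every library to 286715 UMIs left 1.35, also past it. But thinning leaves a ratio of scaled counts as it is apart from chance, so depth cannot be told apart. Macrophage-like RNA would need to make up 117% (female) or 139% (male) of thymic ASC-like RNA to bring the interferon level, and the macrophage markers were at no more than 0.00548 of what such a share would bring. T cells in the same droplets are argued against as the whole cause because, summed over ASC-like cells with no T cell marker UMI, thymus was above bone marrow by a log2 ratio of 1.53 in females (counting interval 1.44 to 1.62) and 2.01 in males (1.96 to 2.05). A hypothesis left open by these tests is that thymic ASCs carry a stronger interferon response than those of bone marrow. The thymus sorts were also the smallest, neither batch nor dissociation is recorded in the labels, and barcodes outside the thymic lists carried the list at 4733 and 4424 CPM, against 1044 and 1125 CPM in bone marrow. Handling that differed between the tissues was not tested.

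Neutrophil genes were higher in bone marrow ASC-like cells than elsewhere. Their summed UMIs there were at most 0.605 of the number estimated from free RNA, so free RNA is a candidate explanation. The same estimate ran above the observed number elsewhere. It gave 283 UMIs in female and 110 in male spleen, where 6 and 0 were seen. In female and male thymus it gave 5.83 and 10.7, where 0 were seen. Neutrophils in the same droplets are argued against, because cells with 3 or more neutrophil UMIs held at most 18.6% of the neutrophil UMIs of bone marrow ASC-like cells. S100a8 and S100a9 may therefore reflect the bone marrow suspension, not ASCs. Outside the filtered lists of spleen and thymus, 71.4% to 72.9% of the neutrophil UMIs lay in 25 to 28 barcodes per library, and all of those barcodes were cells with at least 100 neutrophil UMIs in a bone marrow library (13 to 15 in the female and 12 or 13 in the male one), against at most 0.001 by chance in either.

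Trbc2 in thymic ASC-like cells was at 18.5 (male) and 41.7 (female) times the number estimated from free RNA, which argues against free RNA alone. Of 23 such cells with Trbc2, 9 or 39.1% held another T cell marker, against 7.08% (female) and 9.51% (male) of all thymic ASC-like cells. T cells in the same droplets are therefore a candidate explanation. Transcription of the T cell receptor locus in ASCs was not tested.

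Of the VDJ libraries, 6 of 6 shared more barcodes with the gene expression library of the same tissue and the other sex label than with any other. VDJ libraries labelled with the other sex are consistent with this. Gene expression libraries labelled with the other sex are argued against by Xist, which was at 1174 CPM or more in every gene expression library labelled female. A sex gene is not read by VDJ libraries, so no test within them was possible.

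Clones were shared mainly between libraries of 1 labelled sex. Of the shared clones 1 also shared a barcode, so reads assigned to the wrong library are argued against. Rearrangements that arise often in any mouse are argued against as the whole cause, since pairs of both labelled sexes shared 32.2 clones per 1000000 clone pairs against 230 within a labelled sex. A hypothesis left open is that the tissues of 1 sex came from the same mice and held members of the same clones. The labels do not state whether the pools share mice.

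The largest clone of the VDJ library labelled female spleen (977 cells) was checked against free RNA. In the linked gene expression library 896 of its cells were found. Of the 105 intact ones, 103 or 98.1% had the clone's light-chain V gene, IGKV5-39, as the leading one, against 10.2% of the other intact VDJ cells, which argues against free RNA in intact cells. In 659 or 83.3% of the other 791, IGKV5-39 exceeded its share of free RNA (19.4% of light-chain V UMIs), against 17.2% of cells without a VDJ call that are not intact. Free RNA is therefore argued against for most of these cells, and stays open for the rest and for cells not found there, so the size of the clone is uncertain. Among cells without a VDJ call, IGKV5-39 led in 71.9% of all and 20% of intact ones. A large expansion in 1 mouse of the pool may be the source, and was not tested.

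For the 71 genes called between the sexes, 2 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real one included. Of the 4 splits that part the libraries of every tissue, as the real one does, 2 gave as many. With so few splits chance cannot be excluded. The other split set female bone marrow, female spleen and male thymus against the rest and gave 549 genes, 39 of them among the 89 tested ribosomal protein genes. Ribosomal protein genes took 11.3%, 10.7% and 8.73% of UMIs outside immunoglobulin genes in the libraries on that side and 9.67%, 5.89% and 5.32% in male bone marrow, male spleen and female thymus. The share of intact cells as the whole cause of the sex difference is argued against, because 43 of the 71 genes were also called in intact cells alone, where 464 genes were called in all (486 for the other split).

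Filtered gene expression lists shared barcodes more often in thymus than elsewhere: 25.7% and 20.4% of ASC-like cells of female and male thymus had their barcode in another list, with 5.51% and 5.395% expected. In bone marrow the values were 6.99% and 6.69% with 4.79% and 4.93% expected, and in spleen 3.64% and 3.95% with 3.43% and 4.03% expected. Of 1311 shared barcodes, 481 or 36.7% had the same leading light-chain V gene in both libraries, against 3.36% in other pairings, which is consistent with reads assigned to the wrong library for part of them.

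The marker lists gave these levels in ASC-like cells. ASC markers summed to between 61982 and 105508 CPM, B cell markers to between 171 and 247 CPM, and markers of plasmacytoid dendritic cells to between 28.2 and 47.1 CPM, conventional dendritic cells to between 3.49 and 5.59 CPM and macrophages or monocytes to between 17.4 and 38.5 CPM. T cell markers were at 149.97 and 80.7 CPM in female and male thymus and at 8.61 to 13.6 CPM elsewhere. Neutrophil markers were at 110.4 and 107 CPM in female and male bone marrow, 0.171 CPM in female spleen and without a UMI in the other 3 libraries. NK cell markers lay between 1.46 and 13.95 CPM, erythroid markers between 0 and 32.5 CPM, basophil or mast cell markers between 0 and 0.949 CPM, and stromal or epithelial markers between 83.7 and 201 CPM.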
